# Ret inhibition decreases growth and metastatic potential of estrogen receptor positive breast cancer cells

**DOI:** 10.1002/emmm.201302625

**Published:** 2013-07-19

**Authors:** Albana Gattelli, Ivan Nalvarte, Anne Boulay, Tim C Roloff, Martin Schreiber, Neil Carragher, Kenneth K Macleod, Michaela Schlederer, Susanne Lienhard, Lukas Kenner, Maria I Torres-Arzayus, Nancy E Hynes

**Keywords:** endocrine-therapy, Fak, IL6, metastasis, Ret

## Abstract

We show that elevated levels of Ret receptor are found in different sub-types of human breast cancers and that high Ret correlates with decreased metastasis-free survival. The role of Ret in ER+ breast cancer models was explored combining *in vitro* and *in vivo* approaches. Our analyses revealed that ligand-induced Ret activation: (i) stimulates migration of breast cancer cells; (ii) rescues cells from anti-proliferative effects of endocrine treatment and (iii) stimulates expression of cytokines in the presence of endocrine agents. Indeed, we uncovered a positive feed-forward loop between the inflammatory cytokine IL6 and Ret that links them at the expression and the functional level. *In vivo* inhibition of Ret in a metastatic breast cancer model inhibits tumour outgrowth and metastatic potential. Ret inhibition blocks the feed-forward loop by down-regulating Ret levels, as well as decreasing activity of Fak, an integrator of IL6-Ret signalling. Our results suggest that Ret kinase should be considered as a novel therapeutic target in subsets of breast cancer.

## INTRODUCTION

Rearranged during transfection (Ret) is a member of the receptor tyrosine kinase (RTK) family that is activated by the glial-derived neurotrophic factor (GDNF) family of peptides. These ligands binds glycosylphosphatidlyinositol (GPI)-anchored or soluble versions of the GDNF receptor α (GFRα) family that act as Ret co-receptors. Ret receptor dimers, together with two molecules of the ligand-bound co-receptors form a complex leading to kinase activation and stimulation of intracellular signalling pathways influencing proliferation, differentiation and migration (de Groot et al, 2006; Morandi et al, 2011).

Germ line gain-of-function *RET* mutations are associated with familial neuroendocrine tumours and medullary thyroid cancers; *RET* mutations are also found in sporadic medullary and papillary thyroid carcinoma (Ichihara et al, 2004; Morandi et al, 2011; Sariola and Saarma, 2003). More recently, oncogenic *RET* fusions were identified in lung adenocarcinomas (Kohno et al, 2012; Suehara et al, 2012; Takeuchi et al, 2012). Considering breast cancer, *RET* copy number gains have been documented (Nikolsky et al, 2008) and *RET* mutations and rearrangements have been reported at low frequencies (Kan et al, 2010; Unger et al, 2010); however, these have not been examined for transforming ability.

We and others have reported that some breast tumours show abnormally high wild type Ret RNA and protein and that a sub-set of these tumours are estrogen receptor-α positive (ER+) (Boulay et al, 2008; Plaza-Menacho et al, 2010). Here we show that elevated levels of the Ret receptor are found not only in ER+ tumours, but in other sub-types of human breast cancer and that high Ret levels correlate with decreased metastasis-free survival. An important goal of the studies presented here was to explore the role of Ret in ER+ breast cancer models, combining *in vitro* and *in vivo* approaches. *RET* is an ER target gene (Boulay et al, 2008; Frasor et al, 2004; Tozlu et al, 2006) and we have previously shown that Ret activation enhances estrogen-stimulated proliferation (Boulay et al, 2008). We show here that proliferation of the ER+ MCF7 model is inhibited by endocrine agents and GDNF addition rescued the proliferative block. Moreover, Ret stimulation increased pro-inflammatory cytokine levels in the presence of endocrine treatment. Indeed, we uncovered a positive-feed forward loop that links IL6 and Ret at the expression level and has functional implications. Both GDNF and IL6 stimulate migration of breast cancer cell lines and *in vivo* inhibition of Ret significantly decreases tumour outgrowth and the metastatic potential of an ER+ model. Our results suggest that Ret receptor has an important role in tumour growth and metastasis and should be considered as a novel therapeutic target in subsets of breast cancer.

## RESULTS

### Elevated Ret levels correlate with poor prognosis in breast cancer patients

Ret receptor levels have been shown to be elevated in breast tumours (Boulay et al, 2008; Esseghir et al, 2007; Plaza-Menacho et al, 2010). In order to assess whether Ret expression correlates with clinical parameters, immunohistochemistry (IHC) for Ret was carried out on tumour tissue arrays (TMA) from female breast cancer patients who underwent surgery at the Medical University of Vienna between 1988 and 1994. Examples of negative, moderate and strong Ret staining are shown in Fig 1A. Controls for Ret antibody specificity are shown in Supporting Information Fig S1A. Correlations of the Ret-score with clinical and histopathological parameters and with different molecular subtypes are shown in Supporting Information Tables S1 and S2. High Ret levels (score >60), which were detected in 66 of the 89 cases, significantly correlate with large tumour size (>2 cm; pT2-pT4) and high tumour stage. Kaplan-Meier analyses and Cox proportional hazards analyses revealed that high Ret levels were significantly associated with decreased metastasis-free survival and overall survival (Fig 1B, C).

**Figure 1:**
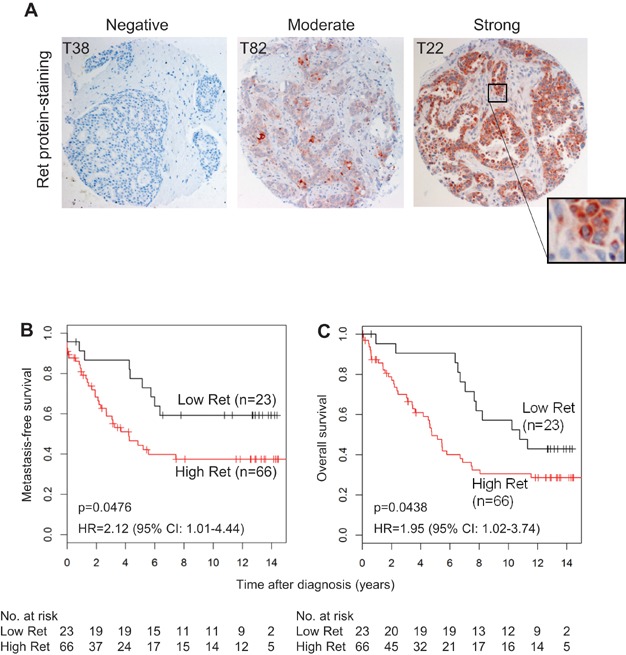
Ret analysis in breast cancer **A.** Representative images of negative, moderate and strong Ret immunohistochemical staining in a tissue microarray of human breast cancer are shown.**B,C.** Kaplan–Meier analyses of the metastasis–free survival and overall survival. Patients with a high Ret score (High Ret, *n* = 66) have a significantly shorter metastasis-free survival and overall survival rate compared to the low Ret score (Low Ret, *n* = 23). Hazard ratios (HR) plus corresponding 95% confidence intervals (95%-CI) and p values, as well as the number of patients at each time point (No. at risk) are depicted.

### Ret activation increases migration and proliferation of ER+ breast cancer models

To study the role of Ret in ER+ breast cancer, we focused on four models: human ER+ T47D cells, MCF7 cells and their aromatase-expressing derivative (MCF7/Aro) (Boulay et al, 2005), which respond to the estradiol (E2) precursor androstenedione (Δ4A); and the mouse J110 cell line. The latter was established from an MMTV-Amplified in Breast Cancer 1 (AIB1) transgenic mouse mammary tumour (Torres-Arzayus et al, 2006; Torres-Arzayus et al, 2010); AIB1 is an ER co-activator (Li et al, 1997). All four cell lines are Ret+ (Supporting Information Fig S2A) and form tumours in mice; however, only J110-induced tumours (Supporting Information Fig S2B), are metastatic (Torres-Arzayus et al, 2010). Thus, with these models we can study Ret's role in proliferation, migration and metastasis.

Ret activation stimulates migration of different cancer types (Ito et al, 2005; Morandi et al, 2011). We examined the breast cancer cell lines for Ret-mediated motility in response to GDNF, which activates Ret, as shown by an increase in its phospho-tyrosine content (pY) [Fig 2A and (Boulay et al, 2008)]. Transwell assays carried out with MCF7 and J110 cells showed that GDNF treatment significantly stimulated migration (Fig 2B). T47D cells were tested in a wound-healing assay following the addition of GDNF plus GFRα1 (GDNF/GFRα1), since these cells do not express the Ret co-receptor (Boulay et al, 2008). Ligand treatment significantly stimulated migration into the wounded area (Fig 2C). We also tested T47D cells with lower Ret levels, using two specific siRNAs (siRNA Ret1 and Ret2) (Boulay et al, 2008), both of which strongly reduce Ret and the cellular response to GDNF/GFRα1 (Fig 2D). The two Ret knock-down (KD) cell lines fail to migrate in response to ligand treatment, while the GDNF/GFRα1-treated siLacZ control cells were significantly better in filling the wound, in comparison to non-treated cells (Fig 2E). In summary, Ret activation stimulates migration of these breast cancer models.

**Figure 2:**
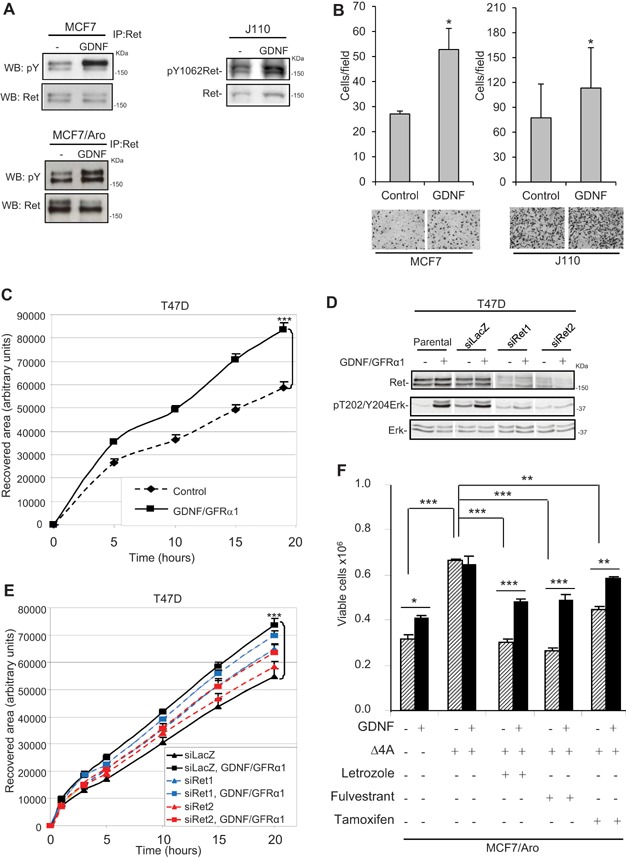
GDNF induces cell migration and proliferation of breast cancer cells MCF7, MCF7/Aro and J110 tumour cells were stimulated with GDNF (10 ng/ml) for 15 min, lysates were prepared and pY and total Ret levels were analysed by western blots (WB) or by Ret immonoprecipitations (IP) followed by WB.Chemotactic response of MCF7 and J110 cells to GDNF was measured in transwell assays. Lower wells contained 0.5% FBS alone (Control) or supplemented with GDNF (10 ng/ml). Migrated cells were fixed and stained. Representative pictures are shown (100×). The mean migrated cell number was determined by counting 4 fields of duplicate wells in 4 independent experiments. Error bars represent s.e.m. *p < 0.05 by *t*-test.Serum-starved confluent T47D cultures were scratched and either left in control medium or stimulated with GDNF/GFRα1 (10 ng/ml/100 ng/ml). Migration into the wound was monitored for 24 h in 6 regions of the scratch. Recovered area was quantified using ImageJ. Results of 3 experiments are shown by the mean ± s.e.m. ***p < 0.001 by *t*-test.Lysates from T47D parental cells, Ret KD (siRet1 and siRet2) and control cells (siLacZ) stimulated (+) or not (−) for 15 min with GDNF/GFRα1 were analysed by westerns with the indicated antibodies.Ret KD and control T47D cells were assessed in the wound closure assay as described in C. ***p < 0.001 by *t*-test.Steroid deprived MCF7/Aro cultures were treated 6 days with GDNF (10 ng/ml) or/and the estrogen precursor (Δ4A, 1 nM) in the absence or presence of letrozole (100 nM), fulvestrant (100 nM) or tamoxifen (100 nM). Proliferation was assessed by counting viable cells. Results are shown as means of triplicate values ± s.d. *p < 0.05, ** *p* < 0.01, *** *p* < 0.001 by ANOVA using Tukey's test.

We have previously shown that GDNF stimulates proliferation of T47D and MCF7 cells and also enhances their E2-driven anchorage-dependent and -independent proliferation (Boulay et al, 2008). Considering this ER-Ret interaction, we asked if Ret activation would impact on the anti-proliferative effects of endocrine agents that work by different mechanisms. For these experiments we used the MCF7/Aro cells in order to analyse effects of the aromatase inhibitor (AI) letrozole, as well as fulvestrant that promotes ER degradation and the ER antagonist tamoxifen (Forbes et al, 2008). Both GDNF and Δ4A significantly increased proliferation of the cells (Fig 2F). Treatment with letrozole, fulvestrant or tamoxifen reversed the proliferative effects of Δ4A and simultaneous treatment with GDNF significantly rescued MCF7/Aro cells from their anti-proliferative effects (Fig 2F), demonstrating that Ret activation interferes with endocrine agent action.

### Transcriptome analysis of MCF7/Aro cells

To gain insight into the pathways that are affected by Ret activation in the absence or presence of letrozole and fulvestrant, gene expression profiling analyses were carried out using RNA from MCF7/Aro cells cultured in the conditions used in Fig 2F. 

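MCF7/Aro cells are MCF7 breast cancer cells that express aromatase, the enzyme that turns androstenedione (Δ4A) into estrogen. Δ4A therefore activates the estrogen receptor in these cells, letrozole blocks the conversion, and fulvestrant has the receptor degraded. GDNF binds the co-receptor GFRA1 and activates Ret. RNA from 8 treatments, each on 3 Affymetrix Human Gene 1.0 ST arrays, was measured after 6 days: EtOH (no hormone), GDNF, Δ4A, Δ4A with GDNF, and Δ4A with letrozole or with fulvestrant, each without and with GDNF. The authors deposited normalized log2 intensities, 1 value per transcript cluster. From these, 1 cluster was kept for each gene symbol, all 24 arrays were fitted with limma over 18404 genes, and a gene counts as changed at an adjusted p under 0.05. A set of 20 gene lists was tested with camera at its preset correlation of 0.01 between genes. Where the genes of a list correlate more than that, its p-value is too small. Of 129 planned tests that passed, 89 also passed with an estimated correlation. The lists, comparisons and tests were chosen, apart from those named as added, before the data were examined. The labels call the replicates biological while the methods name technical triplicates, so the p-values measure only the spread between these arrays, which may be technical. RET has no value of its own, since its cluster also carries the name KIF5B. GFRA1 was at 8.86 ± 0.04 (log2, mean ± SD, n = 3) in EtOH cultures and at 11.06 ± 0.07 with Δ4A, a rise of 2.20 (limma adjusted p = 1.5e-17), and it fell by 2.51 when fulvestrant was added to Δ4A. The estrogen receptor gene ESR1 fell by 0.44 with fulvestrant. GREB1, an estrogen receptor target, was at 6.51 ± 0.14 in EtOH, 11.32 ± 0.03 with Δ4A, 10.67 ± 0.04 with Δ4A and letrozole, and 5.95 ± 0.04 with Δ4A and fulvestrant.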

The array data are available at GEO, accession number GSE41405. The experimental design, the validation of selected target genes as well as the tables of the data are shown in Supporting Information Fig S3A, B and Tables S3, S4.

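Estrogen sets a large part of the transcriptome of these cells through the receptor that fulvestrant removes. GDNF acts through a kinase receptor instead, and can be read against each of these backgrounds. With Δ4A, 3421 genes were higher and 3533 lower than in EtOH cultures (limma, 201 and 335 of them at least 2-fold). MGP (5.98 on the log2 scale), NPY1R (4.98) and PGR (4.57) rose most, apart from GREB1, and ACTG2 (-3.75), DIO2 (-3.61) and CEACAM6 (-3.56) fell most. Fulvestrant added to Δ4A raised 3519 genes and lowered 3374. MGP fell by 6.23 and DIO2 rose by 3.89. Across the 536 genes that Δ4A changed at least 2-fold, the median share of the change that remained was 0.81% with fulvestrant and 85.2% with GDNF in place of it. Against EtOH, the cultures with Δ4A and fulvestrant differed in 39 higher and 59 lower genes, of which SLC6A14 alone changed 2-fold (-1.06), and this total depends on the fit, at 1 with only these groups fitted, 399 with trend and robust, and 4556 with array weights. GDNF raised 966 genes and lowered 809 in EtOH cultures, 382 and 141 in Δ4A cultures, and 876 and 613 in cultures with Δ4A and fulvestrant. AGR2, a luminal secretory protein, rose most with GDNF in EtOH cultures (1.96), followed by SAMD9L (1.62) and MX2 (1.47), both interferon-induced, while UPK2 (-1.40) and SCUBE2 (-1.20) fell. MAPK response genes, a readout of signalling below a receptor kinase, were higher with GDNF in EtOH cultures for 14 of 25 and lower for 1 (16 and 1 adjusted over the list alone, camera adjusted p = 3.8e-11), DUSP4 by 1.08 and EGR1 by 0.85. Estrogen-induced genes were higher with Δ4A for 24 of 24 (adjusted p = 2.0e-27) and lower with fulvestrant for 23. Single arrays weigh on some of these totals. For GDNF in EtOH cultures the total was 482 with only these groups fitted, 4927 with array weights, 2702 without EtOH replicate 2, 1061 without EtOH replicate 1, 1112 without GDNF replicate 2 and 971 without GDNF replicate 3. For fulvestrant against EtOH it was 1381 without EtOH replicate 2 and from 6 to 49 without any other of the arrays compared, and GDNF changed 332 genes in Δ4A cultures and 981 with fulvestrant without replicate 1 of the arm with GDNF. With only the compared groups fitted GDNF changed 177 genes in Δ4A cultures, and with array weights 2663 with fulvestrant.

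**Figure D1:**
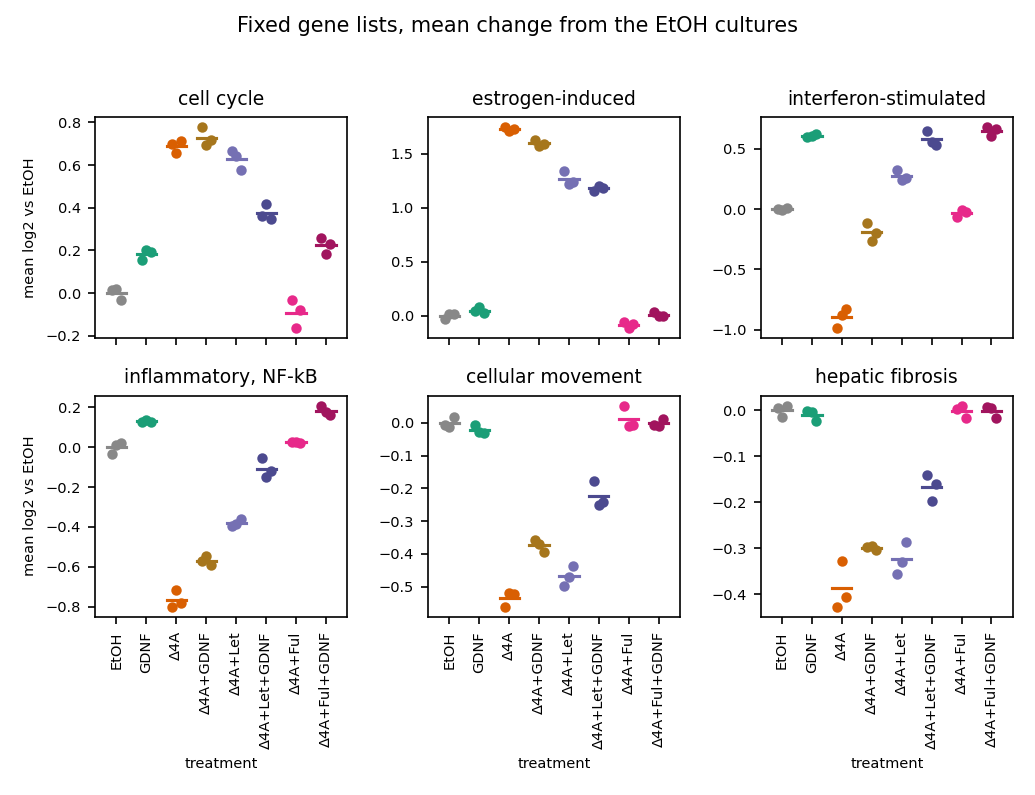
Mean log2 change of 6 fixed gene lists from the EtOH cultures (vertical axis) in the 8 treatments (horizontal axis); points are arrays, 3 per treatment, and bars are their means. With Δ4A the cell cycle list lies at 0.69 and the interferon list at -0.90; with Δ4A and fulvestrant they lie at -0.09 and -0.03.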

For a global functional analysis of the data, we used Ingenuity software to examine the top bio functions and canonical pathways altered by the treatments (Table 1). 

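Genes of DNA replication and mitosis are transcribed in dividing cells, so their levels follow the share of cells in cycle. Estrogen drives MCF7 cells into the cycle, and the question here is what Δ4A does to these genes and whether GDNF adds to it. Of 49 measured cell cycle genes, 44 were higher and 1 lower with Δ4A than in EtOH cultures (45 and 1 adjusted over the list alone), with a median log2 change of 0.70 (camera adjusted p = 1.3e-25). CCNB2 rose by 1.34 (SE 0.11), CDC25C by 1.23, PTTG1 by 1.20 and CDC20 by 1.08. GDNF added to Δ4A raised 6 of the 49 and lowered none (7 higher and 1 lower adjusted over the list alone), CCNE2 by 0.40 and MCM10 by 0.36, with a median of 0.03. The list as a whole did not pass (adjusted p = 0.076), and passed without Δ4A replicate 1 (0.040) or 3 (0.021) or without Δ4A with GDNF replicate 2 (0.0078). Against EtOH, a comparison added after the data were seen, cultures with Δ4A and GDNF had 48 of the 49 higher, with a median of 0.73 (adjusted p = 3.1e-31). The paper's text does not name the reference for cultures with both ligands. At the 2-fold threshold of Table 1, 6 list members were higher with Δ4A against EtOH, 8 with Δ4A and GDNF against EtOH, and 0 with GDNF against Δ4A alone. Cholesterol synthesis genes, needed for new membranes, were higher with Δ4A for 16 of 17, STARD4 by 1.39 and HMGCS1 by 0.79 (adjusted p = 7.5e-09, and 0.061 with an estimated correlation). Of 15 genes of the BCL2 family, 2 rose with Δ4A and 9 fell (adjusted p = 0.0064, and 0.064 with an estimated correlation). BCL2 rose by 1.26 and the death genes BAK1 and BMF fell by 1.71 and 1.39. GDNF on top of Δ4A lowered PGR by 0.87 and ESR1 by 0.35.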

In Δ4A-treated cultures, with or without GDNF (GDNF^Δ4A^ or Δ4A), changes in genes associated with proliferation were detected. In the absence of estrogens, GDNF treatment changed genes related to cellular movement and inflammatory-related genes (Supporting Information Table S3). Similarly, in cultures treated with GDNF plus fulvestrant (GDNF^Δ4A+Ful^) genes related to cellular movement and inflammation were uncovered. 

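Cell movement draws on proteases, integrins, matrix proteins and regulators of the actin skeleton, which are often regulated in opposite directions. Inflammatory genes, many of them NF-kB targets, encode cytokines and their regulators. In hormone-deprived cultures GDNF raised 7 and lowered 6 of 54 movement genes (9 and 7 adjusted over the list alone), and the list did not shift one way (median -0.04, camera adjusted p = 0.58). At the 2-fold threshold of Table 1, 0 members of this list were higher and 0 lower. RND1 rose by 0.47 and THBS1 by 0.41, while PODXL fell by 0.67 (limma adjusted p = 2.8e-08) and LCP1 by 0.57. Of 46 inflammatory genes, GDNF raised 13 and lowered 1 (17 and 2 adjusted over the list alone, adjusted p = 6.8e-05). The list includes all 10 genes of Table 2, which the study chose on these arrays. Of the 13 raised, 6 are Table 2 genes, and so is the 1 lowered. CXCL8 rose by 0.78 (SE 0.14, limma adjusted p = 0.00098), CXCL10 by 0.71 and IL6 by 0.55, and IL1R1, the receptor for interleukin 1, fell by 1.25. Interferon-stimulated genes moved together: 38 of 47 were higher and 0 lower, with a median of 0.61 (45 higher adjusted over the list alone, adjusted p = 6.5e-56). TRIM22 rose by 1.21 and PSMB9 by 1.11. Peptide presentation on MHC class I shares part of this programme. Of its 16 listed genes 10 were measured, with no HLA heavy chain among them, and 6 of the 10 were higher, TAP2 by 0.90 and B2M by 0.71 (adjusted p = 8.0e-12). Cell cycle genes were higher for 18 of 49 and lower for 0, with a median of 0.20 (adjusted p = 4.2e-13), CDK1 by 0.55 and CDC6 by 0.43. In the IL6, JAK and STAT3 list, 3 of 22 were higher and 2 lower (adjusted p = 1.0). SERPINA3 rose by 1.28 and SOCS3 fell by 0.30.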

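Fulvestrant has the estrogen receptor degraded, while GDNF acts through Ret. Whether Ret stays as available to GDNF was not measured here. RET has no value of its own, and the co-receptor GFRA1 fell when fulvestrant was added to Δ4A. At a higher dose of Δ4A, the paper reports more Ret protein with fulvestrant than in controls. The GDNF response with fulvestrant can be set beside that of hormone-deprived cells. The 2 comparisons share no arrays. Of the genes that GDNF raised without hormone, 530 were also raised with Δ4A and fulvestrant, where 46.0 would be shared if the calls were independent. Of those it lowered, 370 were shared (26.9 if independent). Across all genes the 2 sets of log2 changes had a Pearson correlation of 0.68 (Spearman 0.53), taken across genes, which are not independent replicates. With fulvestrant, GDNF raised 7 and lowered 6 of the 54 movement genes (7 and 8 adjusted over the list alone, median 0.00, camera adjusted p = 0.78). CXCL12 fell by 0.49, PODXL by 0.63 and LCP1 by 0.57, and RND1 rose by 0.46. Inflammatory genes were higher for 13 of 46 and lower for 1 (17 and 1 adjusted over the list alone, adjusted p = 4.2e-06). Here 7 of the 13 and the 1 lowered are genes of Table 2, so the list is not independent of the study's choice. TNFSF10, outside that table, rose by 0.99 (SE 0.11). Interferon-stimulated genes were higher for 42 of 47 and lower for 0, with a median of 0.64 (adjusted p = 5.2e-66), MX2 by 1.81, SAMD9L by 1.74 and OAS2 by 1.20. The genes of MHC class I presentation, measured without the HLA heavy chains, were higher for 9 of 10, PSMB9 by 1.12 and TAP1 by 0.87 (adjusted p = 5.5e-17). Cell cycle genes were higher for 32 of 49 and lower for 0 (39 higher adjusted over the list alone), with a median of 0.31 (adjusted p = 5.5e-32), after fulvestrant had lowered 48 of the 49. PLK1 rose by 0.70 and BUB1 by 0.59. The secreted estrogen targets AGR2 (1.89) and TFF1 (1.54, limma adjusted p = 2.9e-15) rose, while PGR fell by 0.47. For GDNF with fulvestrant, the paper's text does not name the reference of Table 1. At the 2-fold threshold of that table, 0 movement genes changed with GDNF added to fulvestrant. Against Δ4A alone the double treatment had 12 higher and 1 lower, and fulvestrant without GDNF had 10 higher and 1 lower.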

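Table 2 lists cytokines (IL6, CXCL8, also called IL8, CXCL10 and CXCL11), receptors (CXCR4, IL1R1, TNFRSF21) and NF-kB regulators (TNFAIP3 and NFKBIZ, the paper's IKBZ), with TNF for the double treatment alone. The study chose these 10 genes on the same arrays, so their changes are no independent evidence. All 10 were higher with Δ4A and fulvestrant than with Δ4A, and all 10 were lower with Δ4A than in EtOH cultures. Between Δ4A with fulvestrant and EtOH, 0 of the 10 passed with limma and 4 were higher adjusted over the list alone, IL6, CXCL8, NFKBIZ and CXCR4 (4 also at an unadjusted p under 0.05). The wider fixed list of 46 inflammatory genes holds these 10 as well, so it is not independent of them. In it, fulvestrant raised 32, these 10 among them, and lowered 1, with a median of 0.57 (camera adjusted p = 4.1e-14). GDNF added to fulvestrant raised 7 of the 10 further, lowered 1 and left 2 short of the threshold (8 higher and 1 lower adjusted over the list alone), and without TNF these were 6, 1 and 2 of 9. CXCL10 rose further by 0.92 (SE 0.17, limma adjusted p = 0.00090), CXCL11 by 0.69, CXCL8 by 0.48, TNF by 0.40, IL6 by 0.37 (limma adjusted p = 0.030), CXCR4 by 0.33 and TNFRSF21 by 0.24. IL1R1 fell by 1.25 and TNFAIP3 (0.05, limma adjusted p = 0.88) and NFKBIZ (0.34, limma adjusted p = 0.074) did not pass. The step for IL6 has an adjusted p of 0.027 with the replicate number as a block over all arrays, and of 0.071 with that block over the 3 treatments whose numbers pair the arrays, a fit added after the data were seen. With only the compared groups fitted it did not pass for IL6 (0.12) or TNFRSF21 (0.067). With 1 of the 6 arrays left out, the step did not pass for IL6 in 4 fits (adjusted p up to 0.18, and it passed without fulvestrant replicate 1 or replicate 3 of the double treatment), for CXCL8 in 4 (up to 0.14, and it passed without replicate 3 of either), for TNF in 5 (up to 0.18, and it passed without fulvestrant replicate 2) and for TNFRSF21 in 1 (0.099, without replicate 1 of the double treatment). The number changed, 8 with all arrays and IL1R1 included, was 4 without replicate 1 and 5 without replicate 2 of the double treatment.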

Interestingly, fulvestrant treatment alone increased expression of nine inflammatory-related genes and GDNF addition further enhanced their expression (Table 2 and validation of six in Supporting Information Fig S3B).

**Table 1:** Functional clustering of genes changed in MCF/Aro cells after 6-day treatment with the indicated conditions

GDNF	GDNF^Δ4A^	GDNF^Δ4A + Ful^	Δ4A
^a^Induced top bio-functions: molecular and cellular functions (*p*-value)			

Cellular movement (2.13E^−03^–6.63E^−03^)	Cellular growth and proliferation (3.33E^−04^–4.02E^−02^)	Cellular movement (3.13E^−04^–3.94E^−02^)	Cellular growth and proliferation (1.00E^−08^–7.11E^−03^)

^b^Induced top canonical pathway (*p*-value)			

Interferon signalling (1.24E^−06^)	Caveolar-mediated endocytosis signalling (4.53E^−03^)	Interferon signalling (2.84E^−05^)	Hepatic fibrosis/hepatic stellate cell activation (2.56E^−07^)

The induced top bio functions (^a^2LogFC ≥ 1.0, *p* < 0.01) and canonical pathways (^b^2LogFC ≥ 0.5, *p* < 0.05) to the corresponding conditions (at the top) are shown. 

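Lists of known members were drawn up for 3 of the pathways named in Table 1. They are not Ingenuity's own gene sets. Interferon-stimulated genes, named in the table for GDNF without hormone and with fulvestrant, were also higher with GDNF in Δ4A cultures: 38 of 47 rose and 0 fell (42 rose adjusted over the list alone), with a median of 0.79 (camera adjusted p = 5.9e-97). OAS2 rose by 1.56, XAF1 by 1.46 and IFIT3 by 1.24. Δ4A alone lowered 41 of the 47 and raised 0, RSAD2 (-2.29) and IRF1 (-1.86) among them (adjusted p = 7.5e-25). For caveolar endocytosis, in the table for GDNF with Δ4A, 26 of 34 listed genes were measured, integrins, CAV1 and B2M among them but no filamin and no HLA heavy chain. In Δ4A cultures GDNF raised 4 of the 26 and lowered 0 (8 raised adjusted over the list alone, adjusted p = 0.00036, and 0.059 with an estimated correlation). ITGB6 rose by 1.21 (SE 0.06), FYN by 0.28 and ITGAV by 0.25, and B2M by 0.38, and CAV1 did not pass. Hepatic fibrosis and stellate cell activation, in the table for Δ4A, covers growth factors, collagens and cytokines: 10 of 66 rose with Δ4A and 23 fell (mean -0.39, median -0.08, adjusted p = 0.0022, and 0.061 with an estimated correlation), among them TGFB2 (-3.33) and ACTA2 (-2.79). At the pathway threshold of the table, a log2 change of 0.5 and an unadjusted p of 0.05, 29 interferon genes were higher with GDNF alone, 33 with GDNF in Δ4A cultures and 31 with GDNF and fulvestrant. The caveolar endocytosis and hepatic fibrosis lists were not counted at this threshold.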

Ingenuity software was used to perform the analysis.

**Table 2:** Inflammatory genes increased with Fulvestrant ± GDNF in 6-day treated MCF7/Aro cells

		2LogFC	
		
Symbol	Gene	Ful	Ful + GDNF
IL6	Interleukin 6	3.03	3.37
IL8	Interleukin 8	1.80	2.31
CXCL11	Chemokine ligand 11	1.28	1.99
CXCL10	Chemokine ligand 10	2.70	3.59
TNFAIP3	Tumour necrosis factor, alpha-induced protein 3	2.95	3.02
IKBZ	Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta	1.63	1.85
TNFRSF21	Tumour necrosis factor receptor superfamily, member 21	1.08	1.33
CXCR4	Chemokine receptor 4	1.61	2.00
IL1R1	Interleukin 1 receptor, type I	3.54	2.16
TNF	Tumour necrosis factor, member 2	–	1.00

Inflammatory-related up-regulated genes (2LogFC ≥ 1.0-fold, *p* < 0.01) in the microarray assay. 

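Many of the genes in Table 2 are known targets of NF-kB or of interferon. Table 2 and the paper's text do not name its reference. The fulvestrant cultures also received Δ4A, and cultures with Δ4A alone are the reference here. IL6 was at 4.52 ± 0.10 (log2, mean ± SD, n = 3) with Δ4A, 7.44 ± 0.19 with Δ4A and fulvestrant and 7.80 ± 0.15 with GDNF as well, against 7.11 ± 0.09 in EtOH cultures. This is a log2 fold change of 2.91 with fulvestrant (SE 0.10, limma adjusted p = 1.9e-15) and of 3.28 with fulvestrant and GDNF. For the other cytokines the pair of log2 fold changes, with fulvestrant and with fulvestrant and GDNF, was 2.68 and 3.60 for CXCL10, 1.38 and 2.08 for CXCL11, and 1.83 and 2.31 for CXCL8. For the NF-kB regulators it was 2.95 and 3.00 for TNFAIP3 and 1.58 and 1.93 for NFKBIZ. For the receptors it was 3.45 and 2.21 for IL1R1, 1.64 and 1.98 for CXCR4, and 1.11 and 1.35 for TNFRSF21. TNF, which the table gives for the double treatment alone, changed by 0.63 (limma adjusted p = 0.00023) and 1.04. IL6, CXCL10, CXCL11 and IL1R1 lay with Δ4A under 4.57, the value that 90% of 360 olfactory receptor genes stay below, so their fold changes start from background. Against EtOH cultures the double treatment had 7 of the 10 higher and 1 lower, IL1R1 (8 and 1 adjusted over the list alone). From its own Table 2 and Supporting Information Fig S3B, the paper states that fulvestrant alone raised 9 inflammatory genes and that GDNF enhanced their expression further.

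**Figure D2:**
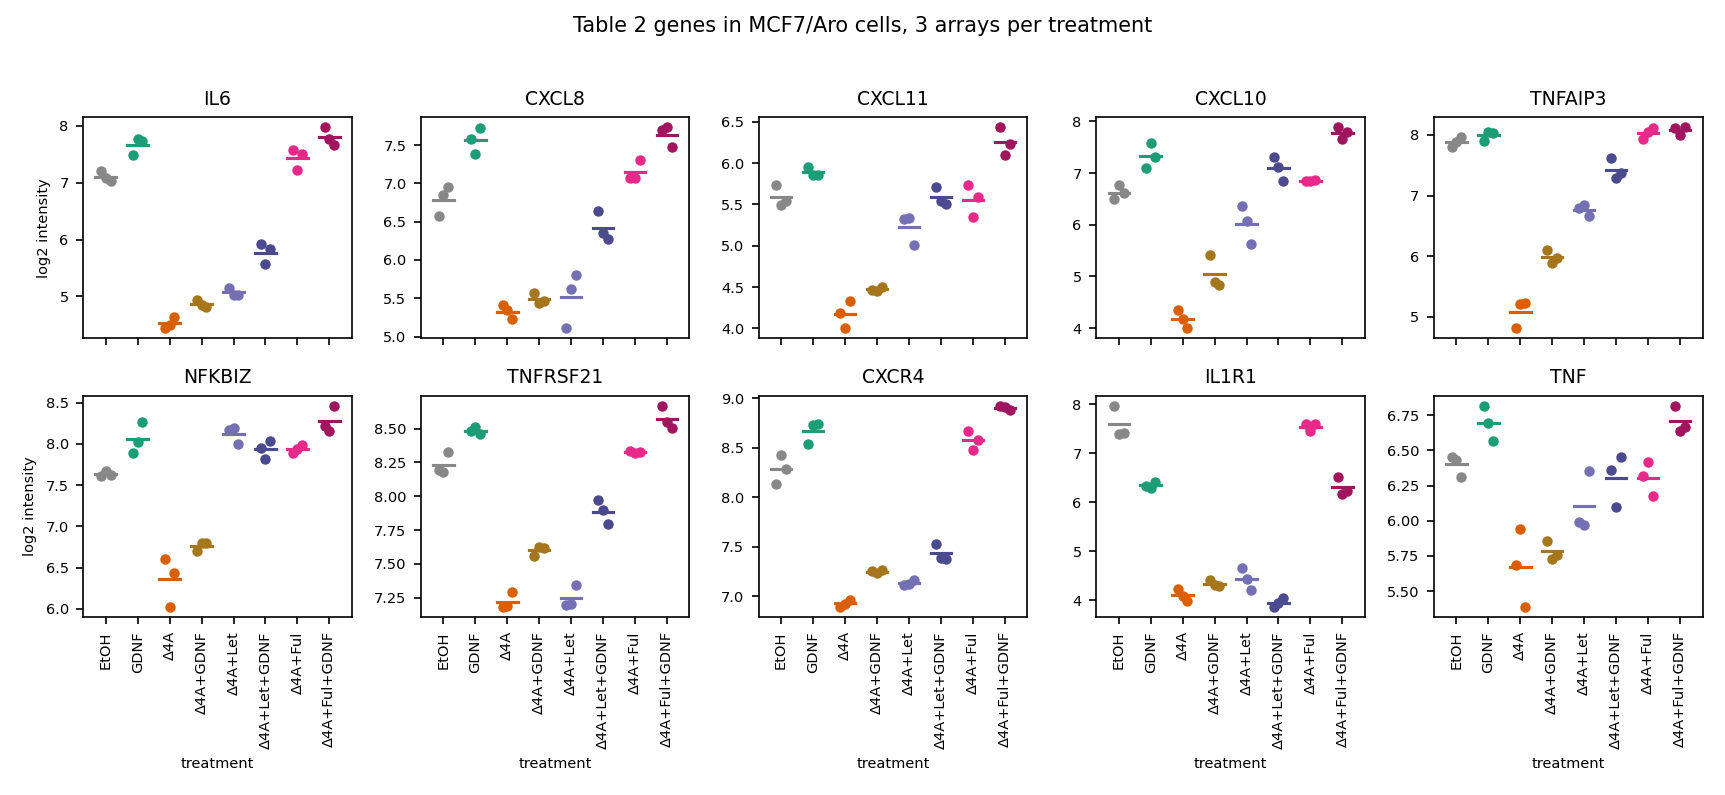
Log2 intensity of the 10 genes of Table 2 (vertical axis, scaled per gene) in the 8 treatments (horizontal axis); points are arrays, 3 per treatment, and bars are their means. IL6 lies at 4.52 with Δ4A and at 7.44 with Δ4A and fulvestrant, and IL1R1 drops from 7.55 to 6.30 when GDNF joins fulvestrant.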

The genes validated by qRT-PCR are underlined. 2LogFC: log 2 of fold change.

Based on our interest in understanding how Ret activation impacts on cell motility, three of the cytokines, IL6, CXCL11 and CXCL10, were tested in migration assays. Results from the transwell assays showed that only IL6, and not CXCL10 or CXCL11, induced cell motility (Supporting Information Fig S3C).

### IL6 and Ret form a positive feed-forward loop that stimulates migration

In the following experiments we tested if fulvestrant treatment results in IL6 production, using an ELISA assay on conditioned medium (CM) of MCF7/Aro cells (Fig 3A). In hormone-deprived cultures, moderate IL6 levels were detected and exposure to GDNF caused a significant increase. IL6 is known to be negatively regulated by estrogens (Kurebayashi et al, 1997); accordingly, Δ4A-treated cells produce very low amounts of IL6 and GDNF and fulvestrant increased IL6, although non-significantly. The strongest and most significant increase in IL6 was seen in response to fulvestrant + GDNF (Fig 3A). A similar trend was observed in CM from MCF7-treated cells (Supporting Information Fig S2C). In conclusion, ligand mediated Ret activation stimulates IL6 expression, particularly in cells treated with fulvestrant.

**Figure 3:**
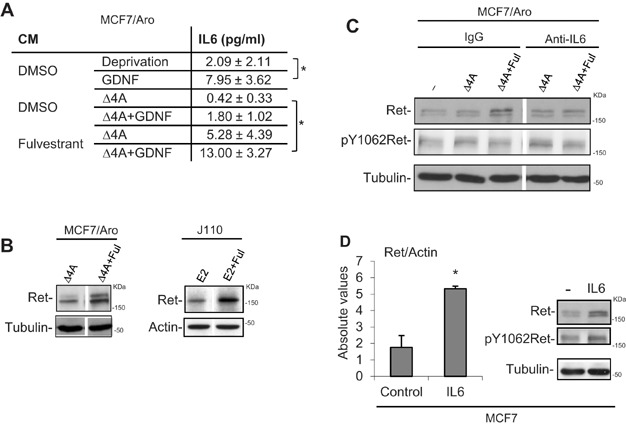
Fulvestrant, IL6 and Ret interactions IL6 levels (pg/ml) were measured by ELISA in 4-day conditioned medium (CM) of MCF7/Aro cultures treated as indicated. Results represent the mean ± s.d. of triplicate determinations from 3 independent experiments. *p < 0.05 by *t*-test.Steroid-deprived MCF7/Aro or J110 cells were treated 6 or 3 days, with 10 nM Δ4A or E2, respectively, in the presence or absence of 100 nM fulvestrant. Lysates were analysed by WB with the indicated antibodies.Steroid-deprived MCF7/Aro cells were treated for 6 days with EtOH (−) or 10 nM Δ4A ± 100 nM Fulvestrant, in the presence of IgG control or IL6-blocking (Anti-IL6) antibodies at 1 µg/ml. Lysates were analysed by WB with the indicated antibodies.Serum-deprived MCF7 cells were treated 24 h with IL6 (100 ng/ml). Total RNA was extracted and qRT-PCR was performed with Ret and actin specific primers. Cell lysates were analysed by WB with the indicated antibodies. *p < 0.05 by *t*-test.

*RET* is an ER target gene (Boulay et al, 2008; Tozlu et al, 2006) and the four ER+ cell lines we are studying show higher Ret levels in response to steroid hormones [(Boulay et al, 2008) and Supporting information Fig S2D]. Thus, we were surprised to see that in response to long-term Δ4A + fulvestrant or E2 + fulvestrant there were higher Ret protein levels in MCF7/Aro and J110 cells, respectively, in comparison to controls (Fig 3B). Since fulvestrant stimulates IL6 expression, we tested the level of Ret in Δ4A + fulvestrant exposed cultures treated simultaneously with an IL6- blocking – or a control- antibody to see if IL6 might contribute to increased Ret. Indeed, the addition of the IL6 blocking antibody, but not the control IgG, caused a decrease in Ret, back to control levels (Fig 3C). MCF7 cells treated directly with IL6 also show higher levels of Ret RNA and protein (Fig 3D). Taken together, the results suggest that there is a feed-forward Ret-IL6 loop at the expression level: Ret stimulation increases IL6 levels and IL6 stimulates Ret expression. Next we examined if IL6 and Ret are functionally linked at the migration level.

As GDNF, IL6 treatment significantly increased migration of MCF7 cells (Fig 4A), J110 cells (Supporting Information Fig S2E) and T47D cells, as previously shown (Badache and Hynes, 2001). We used two Ret selective kinase inhibitors, NVP-BBT594 (Boulay et al, 2008) and NVP-AST487 (Akeno-Stuart et al, 2007) that block GDNF-induced Ret activation (Fig 4B and Supporting Information Fig S4A) to examine motility in response to IL6 and GDNF. The Ret inhibitors reduced GDNF-induced migration (Fig 4A and Supporting Information Fig S4B), but not EGF-induced migration (Fig 4C). Interestingly, the Ret inhibitors also blocked IL6-stimulated migration (Fig 4A and Supporting Information Fig S4B). Moreover, the effect of combined IL6 + GDNF on migration was the same as individual treatments and, in response to NVP-BBT594, returned to basal levels (Fig 4A). These results suggest that IL6 requires Ret for stimulating motility, a conclusion that is strengthened by showing that Ret KD MCF7 cells [shRet1, characterized in (Boulay et al, 2008)] are unable to migrate in response to IL6; while control LacZ1 cell do migrate (Fig 4D). In the final experiment, we asked if the IL6 that we have shown (Fig 3A) is present in the CM of fulvestrant + GDNF treated cells, stimulates migration. To test this, we used the IL6 blocking antibody that inhibits IL6-induced migration (Fig 4E) and found that the migration of fulvestrant + GDNF treated cells is also significantly blocked (Fig 4E). Taken together these results show that IL6 and GDNF function together through the Ret receptor to stimulate migration.

**Figure 4:**
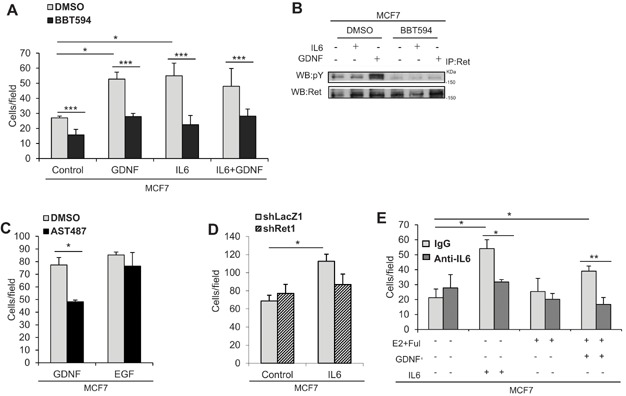
Analysis of IL6- and GDNF induced migration and signalling Serum-deprived MCF7 cells were pre-incubated with DMSO or NVP-BBT594 (50 nM), then seeded into the upper chamber of a transwell. Lower wells contained 0.5% FBS alone (Control) or supplemented with GDNF (10 ng/ml), IL6 (100 ng/ml) or the combination. Migrated cells were fixed, stained and counted. Data shown are the mean of 5 independent experiments; error bars represent s.e.m. *p < 0.05 ***p < 0.001 ANOVA using *t*-test.MCF7 cells were pre-incubated with DMSO or NVP-BBT594 (50 nM), then treated 15 min with IL6 (100 ng/ml) or GDNF (10 ng/ml). Ret IPs were probed with specific antibodies for pY then reprobed for Ret in a WB analysis.Serum-deprived MCF7 cells were pre-incubated with DMSO or NVP-AST487 (100 nM) then seeded into the upper chamber of a transwell. Lower wells contained 0.5% FBS alone (Control) or supplemented with EGF (10 ng/ml). Migrated cells were quantified as in panel A. Data shown are the mean of three independent experiments; error bars represent s.e.m. *p < 0.05 by *t*-test.Serum-deprived MCF7 KD (shRet1) or control (shLacZ1) cells were seeded into the upper chamber of a transwell. Lower wells contained 0.5% FBS alone (control) or supplemented with IL6 (100 ng/ml). Migrated cells were quantified as in panel A. Data shown are the mean for three independent experiments; error bars represent s.e.m. *p < 0.05 by *t*-test.Steroid-deprived, serum-deprived MCF7 cells were seeded into the upper chamber of a transwell. Lower wells contained 0.5% FBS medium plus E2 (10 nM) + fulvestrant (100 nM) (E2 + Ful), GDNF (10 ng/ml) or IL6 (100 ng/ml). An IL6 blocking antibody or IgG control antibody were added at 1 µg/ml. After 24 hours, migrated cells were quantified as in panel A. Data shown are the mean of three independent experiments; error bars represent s.e.m. *p < 0.05, **p < 0.01 by *t*-test.

Why do IL6 and GDNF both require Ret for migration? One simple explanation would be that IL6 activates Ret. At least in cells treated for short-term with ligands, this does not appear to be the case. Ret receptor phosphorylation only increased in response to GDNF and not to IL6 (Fig 4B and Supporting information Fig S4A). On the other hand, IL6, but not GDNF, increased gp130 phosphorylation (Supporting Information Fig S4C). In summary, the results suggest that IL6 and GDNF activate their respective receptors, but cooperate to stimulate migration, a finding that will be further analysed later in the paper.

### *In vivo* Ret inhibition or knock-down reduces tumour growth

We examined the *in vivo* role of Ret in tumour growth in the T47D and J110 models. For T47D, two independent pools of shLacZ control T47D cells (shLacZ1 and shLacZ4) and shRet T47D cells (shRet1.5 and shRet8.1) [described in (Boulay et al, 2008)] were injected into mammary fat pads of E2 pellet-bearing nude mice and tumour growth was monitored over 50 days. Tumours formed by the two shRet KD cell lines grew significantly slower than the two control shLacZ cell lines (Fig 5A), showing that Ret is required for robust *in vivo* T47D tumour growth.

**Figure 5:**
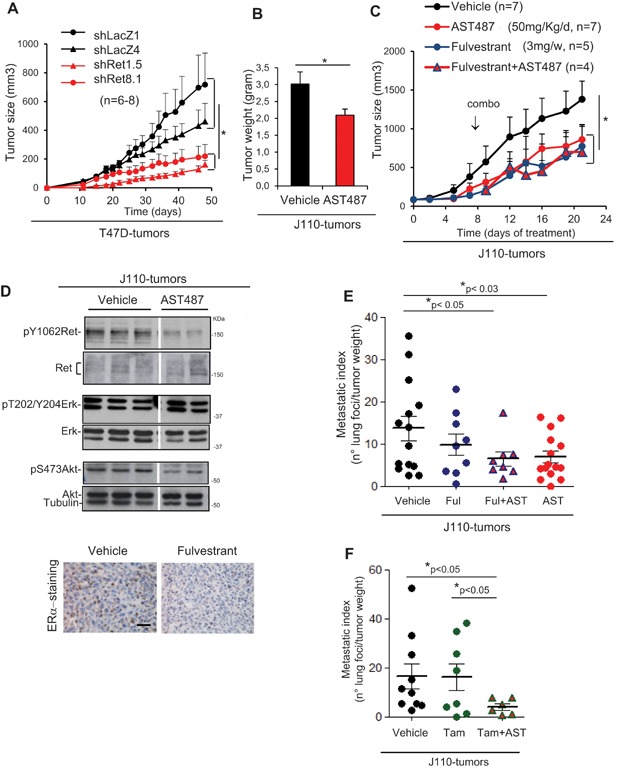
Ret knock-down (KD) or Ret inhibition reduces in vivo tumour growth and metastasis in breast cancer models Independent T47D Ret KD cell lines (shRet1.5 and shRet8.1) or control cell lines (shLacZ1 and shLacZ4) were injected in E2-pellet-bearing BALB/c nude mice (*n* = 6–8). Growth was monitored for 48 days and tumour size was calculated. *p < 0.05 by *t*-test.Groups of 100 mm^3^ J110-tumour bearing FVB/N mice were randomized and treated 12 days daily with vehicle (*N*-methylpyrrolidone/PEG300) or Ret inhibitor NVP-AST487 (50 mg/Kg/day); tumour weight at the end of the experiment was determined (*n* = 8–9). Bars represent mean ± s.e.m. *p < 0.02 by *t*-test.Groups of J110-tumour bearing mice were randomized and treated with vehicle, Ret inhibitor NVP-AST487 (50 mg/kg/day) or fulvestrant (3 mg/week). After 10 days (combo arrow), the fulvestrant-treatment group was randomized to continue with fulvestrant or combination treatment (Fulvestrant + AST487); tumour volume was determined every 2 days. Points represent mean ± s.e.m. A representative experiment of 2 is shown. *p < 0.05 by *t*-test.Upper panel, lysates from J110 tumours harvested 8 h after the last treatment with vehicle or inhibitor (AST487) (panel B), were analysed by WB with the indicated antibodies. Lower panel, tumours from vehicle- or fulvestrant-treated mice (panel C) were harvested and paraffin sections were stained for ERα⋅ Representative pictures of four tumours are shown (400×). Scale bars: 12 µm.Quantification of metastatic foci in lungs from animals at experiment termination (panel C). Two independent experiments with *n* = 9–15 mice were analysed. Number of foci was normalized by tumour gram at the experiment-end and represented as metastatic index (media ± s.d of number of lung foci/tumour gram). *p < 0.05 by Mann–Whitney test.Quantification of metastatic foci in lungs from animals at experiment termination (Supporting Information Fig S5C). Two independent experiments with *n* = 6–10 mice were analysed. Number of foci was expressed as indicated in E. *p < 0.05 by Mann–Whitney test.

Upon injection of J110 cells into fat pads of FVB females, mammary tumours arise after 2–3 weeks. In this model we tested the effect of the Ret kinase inhibitor NVP-AST487 on tumour outgrowth. Once tumours averaged 100 mm^3^, mice were randomized to receive daily treatment with vehicle control, or the inhibitor, for 12 days. In the NVP-AST487 treated mice there was a significant reduction in outgrowth kinetics, resulting in reduced tumour weight at the end of the experiment (Fig 5B). Taken together, these results show that Ret activity contributes significantly to tumour outgrowth potential in both the T47D and J110 breast cancer models, strengthening our hypothesis that Ret kinase could be a novel target in breast cancer.

### Effects of Ret inhibition alone or combined with endocrine agents on J110 tumour growth and metastases

Next, we tested the sensitivity of J110 tumours to the endocrine agents fulvestrant (Fig 5C) and tamoxifen (Supporting Information Fig S5), alone or combined with the Ret inhibitor. NVP-AST487 treatment blocked Ret activity, as shown by the decreased pY1062 Ret levels in comparison to control tumour lysates (Fig 5D, upper panel) and had a significant inhibitory effect on tumour outgrowth (Fig 5C, red line). Similar to the Ret inhibitor, fulvestrant also significantly blocked J110 outgrowth (Fig 5C, blue line); as expected IHC on tumour sections revealed lower ERα levels in the fulvestrant treated group, compared to controls (Fig 5D, lower panel). J110 tumours, which are known to be relatively tamoxifen insensitive (Torres-Arzayus et al, 2006), initially responded to treatment; however, after 3 weeks tamoxifen-treated and control tumours were not significantly different in size (Supporting Information Fig S5A, B).

For the combination studies, after 10 days of fulvestrant or tamoxifen treatment alone, the mice were divided into two groups, one that continued on endocrine agents only and one that received fulvestrant, or tamoxifen, plus NVP-AST487 for the remaining treatment time (arrow combo- in Fig 5 and Supporting Information Fig S5C). This schedule was chosen since we hypothesized that endocrine therapy might expose a role for Ret, thereby increasing sensitivity to Ret inhibition. This proved not to be the case, since the addition of NVP-AST487 to fulvestrant or to tamoxifen did not result in any additional effects on tumour outgrowth kinetics, or size, at the end of the treatment (Fig 5C and Supporting Information Fig S5B, C, respectively). Finally, lung metastases were examined. For each of the inhibitor-treated groups, the number of metastatic foci in the lungs was counted and the data were normalized and expressed as the metastatic index, *i.e*. number of foci/tumour weight. Inhibition of Ret alone or with fulvestrant significantly blocked metastatic spread, whereas fulvestrant treatment alone did not significantly decrease the metastatic index, although there was a trend (Fig 5E). Tamoxifen had no effect on tumour dissemination; the metastatic index was the same as the vehicle control group (Fig 5F). Strikingly, the addition of the Ret inhibitor to tamoxifen caused a strong reduction in the metastatic index (Fig 5F). Thus, Ret inhibition significantly blocks tumour growth of the T47D and J110 models. Moreover, inhibition Ret significantly lowers metastatic potential of J110 tumours, when alone or combined with endocrine agents.

### Signalling analysis on J110-tumours

Our next experiments were aimed at uncovering pathways that contribute to Ret's anti-tumour and anti-metastatic activity. Tumour sections from: vehicle, fulvestrant, NVP-AST487 and fulvestrant + NVP-AST487 treatment groups were analysed by IHC for proliferation and apoptosis, using phospho-histone 3 (pH3) and cleaved caspase-3 (CC3), respectively (Supporting Information Fig S6A). In line with the outgrowth results, tumour sections from all treatment groups showed a significant decrease in pH3-positive cells, in comparison to control tumours, but none of the treatments caused a significant increase in apoptosis (Supporting Information Fig S6B). Thus, fulvestrant and NVP-AST487 function by blocking proliferation. Moreover, neither treatment alone or combined had a strong effect on tumour cell survival.

A reverse phase protein array (RPPA) analyses (van Oostrum et al, 2009) was also performed on tumours from inhibitor-treated mice. A number of antibodies were tested, however, consistent changes were only observed in the ratio of phospho-Fak/Fak and phospho-Stat3/Stat3 in tumours from the NVP-AST487-treated group (Supporting Materials and Methods and unpublished observation). These results were confirmed and expanded on, by carrying out western analyses on multiple tumour lysates from independent experiments. Ret inhibition alone or combined with tamoxifen, but not fulvestrant, caused a significant decrease in the ratio of pY576/577Fak/Fak levels. Western analyses on representative tumours and the quantification of multiple analyses are shown in Fig 6A and Supporting Information Fig S5D. The striking decrease of pY576/577Fak/Fak levels in the tamoxifen + NVP-AST487 treated tumours (Supporting Information Fig S5D) could contribute to the strong block in metastasis observed with this treatment (Fig 5F).

**Figure 6:**
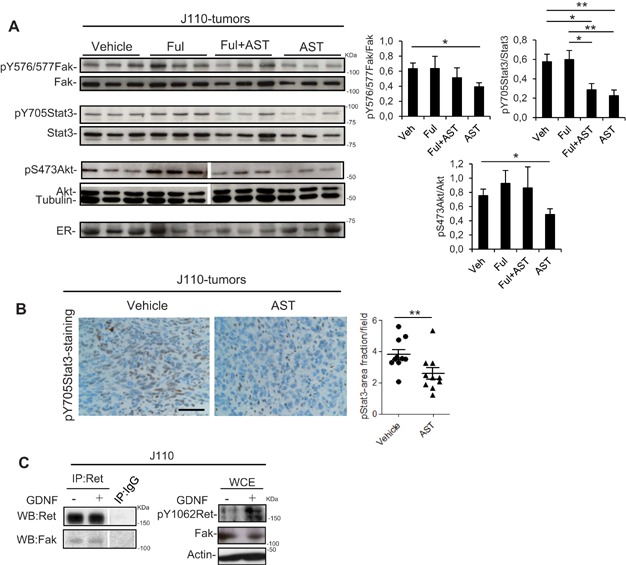
Protein analyses on J110 tumours Tumour lysates from 3 mice per treatment group (experiment shown in Fig 5) were analysed by WB using the indicated antibodies. On the right, quantification of additional western analyses with the indicated phospho-protein/protein was performed using imageJ in 7–20 independent tumours for each group, from 2–3 independent experiments. Data shown are the mean ± s.e.m. *p < 0.05 or **p < 0.01 by Mann–Whitney test.Tumours from vehicle- or NVP-AST487-treated mice were harvested at the end of the experiment (Fig 5). Paraffin blocks were prepared and sections were stained for pY705Stat3 (pStat3, 400×). The proportion of the tumour area showing pStat3 immunoreactivity was quantified using ImageJ. For each group *n* = 10 tumours from two independent experiments were examined and five fields per tumour were analysed. **p < 0.01 by Mann–Whitney test. Representative pictures are shown. Scale bars: 12 µm.J110 cells were stimulated or not with GDNF (10 ng/ml) and IPs performed with a Ret specific antibody followed by WB analyses using Ret and Fak antibodies. WB on whole cell extracts (WCE) with the indicated antibodies is also shown.

IHC for pY705Stat3 showed that there was a significant decrease in tumours from the NVP-AST487 treatment group (Fig 6B). Western analysis on tumour lysates showed that NVP-AST487 treatment alone, or combined with fulvestrant or tamoxifen caused a significant decrease in the pY705-Stat3/Stat3 ratio compared to controls; neither of the endocrine agents alone affected pY705Stat3 levels (Fig 6A and Supporting Information Fig S5D). We also examined Erk and Akt activation status. pT202/Y204Erk levels are high in J110-tumours and neither Ret inhibition, nor the endocrine agents affected Erk activity (Fig 5D and unpublished observation). pS473Akt levels are also high in the tumours and only Ret inhibition caused a significant decrease in Akt activity (Figs 5, 6 and Supporting Information Fig S5D). Taken together, the results show that Ret inhibition alone significantly blocked the activation status of Fak, Stat3 and Akt. NVP-AST487 combined with both fulvestrant and tamoxifen caused a decrease in pStat3 levels; while lower pFak levels were only seen in the NVP-AST487 + tamoxifen treated group.

### Fak is an integrator of IL6 and Ret signalling and is required for migration

The decrease in Fak and Stat3 activity in J110 tumours treated with the Ret inhibitor was studied in more detail in the cell lines. Fak has been shown to signal downstream of Ret, and Fak/Ret complexes have previously been identified in MCF7 cells (Plaza-Menacho et al, 2011). We examined Ret IPs from J110 cell lysates and detected a constitutive Ret-Fak complex, which was present in lysates from control and GDNF-treated cultures (Fig 6C). Next, Fak activation in response to GDNF and IL6 was examined. Both ligands induced an increase in pY576/577 Fak levels in MCF7 and J110 cells (Fig 7A). Treatment with NVP-AST487 blocked not only GDNF's ability to stimulate Fak, but also the effect of IL6 (Fig 7A, left panel). Stat3 was also examined and pY705Stat3 levels were found to increase in response to IL6 (Fig 7B, C), but not to GDNF (unpublished observation). Notably, treatment with both Ret kinase inhibitors (NVP-AST487 or NVP-BBT594) significantly lowered IL6-induced Stat3 activation (Fig 7B, C). Moreover, in shRet1 KD MCF7 cells, IL6-induced pY705Stat3 levels were not significantly induced in comparison to the induction observed in shLacZ control cells (Fig 7D). Thus, IL6 not only requires Ret for inducing motility (Fig 4A), but also to activate Fak and Stat3.

**Figure 7:**
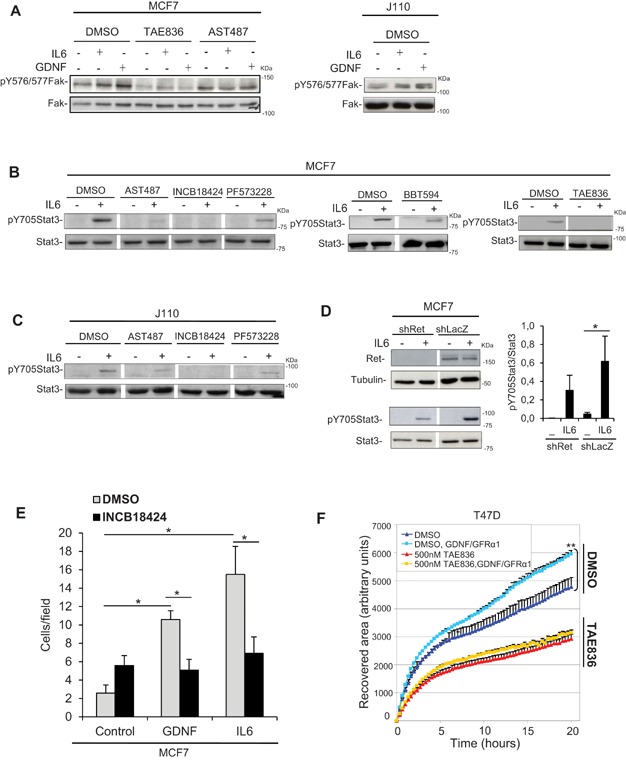
Analysis of pFak, pStat3 and migration in breast tumour cells **A–C.** Cultures of MCF7 or J110 cells were pre-incubated with DMSO or the indicated inhibitors for: Fak NVP-TAE836 (400 nM) or PF573228 (1 µM); Ret NVP-AST487 (100 nM) and NVP-BBT594 (50 nM), or Jak1/2 INCB18424 (1 µM). Cell lysates from cultures treated 15 min with IL6 (100 ng/ml) or GDNF (10 ng/ml) were analysed by WB using the indicated antibodies.**D.** Ret KD MCF7 cells (shRet1) and control cells (shLacZ1) were stimulated 15 min with IL6 (100 ng/ml). Cell lysates were analysed by WB using the indicated antibodies. On the right, quantification of the western analyses was performed using imageJ in three independent experiments. Data shown are the mean ± s.e.m. *p < 0.05 by *t*-test.**E.** Serum-deprived MCF7 cells were pre-incubated with DMSO or the Jak1/2 inhibitor INCB18424 (1 µM) then cells were seeded into the upper chamber of transwells. Lower wells contained 0.5% FBS alone (Control) or supplemented with GDNF (10 ng/ml) or IL6 (100 ng/ml). Migrated cells were fixed, stained and counted. Data shown are the mean of three experiments; error bars represent s.e.m. *p < 0.05 by *t*-test.**F.** Confluent cultures of T47D cells were pre-incubated with DMSO or the Fak inhibitor NVP-TAE836 (500 nM), then scratched and exposed to GDNF/GFRα1 (10 ng/ml/100 ng/ml) or left untreated. The recovered area of the wound was quantified using ImageJ over a 20 h time-course. The results from three experiments are shown by the mean ± s.e.m. **p < 0.01 by *t*-test.

IL6 signals through Jak kinases to activate Stats. Predictably, treatment with the Jak1/2 inhibitor INCB18424 (ruxolitinib) prevented IL6-induced Stat3 phosphorylation (Fig 7B, C). Moreover, the Jak1/2 inhibitor blocked GDNF and IL6 motility in transwell assays (Fig 7E). Finally, we tested the Fak inhibitors NVP-TAE836 and PF573228. NVP-TAE836 prevented IL6 and GDNF from stimulating Fak phosphorylation (Fig 7A), and Fak inhibition blocked migration (Fig 7F). Unexpectedly, IL6-induced Stat3 activation was also blocked by both Fak inhibitors (Fig 7B–C). Thus, IL6 depends on Fak as well as Ret to activate Stat3, results that could underpin IL6's requirement for Ret to stimulate migration.

In summary, our results show that IL6 and Ret are linked at the expression level and the functional level (Fig 8A). In the tumour setting, we hypothesize that IL6 contributes to increased Ret expression, and Ret in turn helps maintain IL6 expression, thereby forming a positive feed-forward loop. To test this hypothesis we measured IL6 and Ret levels in J110 tumours. In cultured J110 cells, treatment with tamoxifen and fulvestrant significantly stimulates IL6 RNA expression (Supporting Information Fig S3D). However, in endocrine treated J110 tumours, there was no consistent increase in IL6 RNA, although there was a trend in the fulvestrant group (Fig 8B). The most striking effects were seen on Ret RNA levels, which were lower in tumours treated with NVP-AST487 alone or combined with the endocrine agents (Fig. 8B). Thus, we speculate that *in vivo*, Ret inhibition blocks the feed-forward loop by lowering Ret levels and this contributes to decreased proliferation and decreased metastatic potential by blocking Fak activity (Fig 8A).

**Figure 8:**
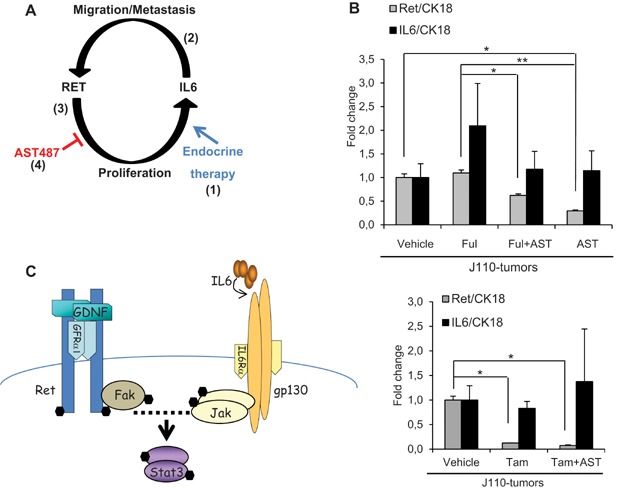
Model of the IL6-Ret interaction Ret+/ER+ tumours treated with endocrine therapy might simultaneously be exposed to factors such as IL6 that promote migration. When IL6 levels are high, *e.g*. in fulvestrant conditions (1), Ret expression increases (2) and Ret activation also stimulates IL6 production (3), setting up a positive feed-forward loop. In Ret-inhibitor treated tumours (4) the loop is broken since Ret levels decrease.Total RNA was extracted from J110 tumours treated as indicated (*n* = 8–12, upper panel and *n* = 4–6, lower panel) from 2 independent experiments. qRT-PCR was performed using specific primers for IL6 and Ret mRNA. Expression levels were normalized to cytokeratin 18 (CK18). Columns represent means of the values ± s.e.m. *p < 0.05, **p < 0.01 by Mann–Whitney test.Fak is an intracellular mediator of the IL6-Ret interaction; Fak activity is essential for both IL6 and Ret to stimulate migration. A direct interaction of Ret and gp130 was not observed. However, the Ret-complexed Fak might be primed to respond and a transient complex of the receptors and their associated kinases might form in response to IL6 (dotted line) and signal to Stat3. (•) pY.

## DISCUSSION

Targeting RTKs with antibodies or small molecular inhibitors is a clinically validated approach for cancer therapy. In breast cancer, the ErbB2 specific antibody trastuzumab is now routinely given in combination with chemotherapy to ErbB2/HER2-positive breast cancer patients and has had a significant impact on patient mortality (Gianni et al, 2011). However, only a sub-set of patients are eligible for this treatment, making it essential to uncover additional RTKs that could be useful in breast cancer therapy; Ret might be one such RTK.

Ret was discovered as an outlier kinase in breast cancer, with unexpectedly high expression levels detected in many breast tumours (Boulay et al, 2008; Esseghir et al, 2007; Kothari et al, 2013; Plaza-Menacho et al, 2010). Unlike thyroid or lung tumours that carry oncogenic Ret, as fusion proteins or with activating mutations, Ret appears to be wild type in breast cancer. We show here that Ret levels significantly correlate with large tumour size and high tumour stage. Importantly the Kaplan-Meier analyses revealed that high Ret levels were significantly associated with decreased metastasis-free and overall survival. Considering the *in vivo* models, we show that Ret inhibition significantly decreases T47D and J110 primary tumour outgrowth and the metastatic potential of J110 tumours. Our results suggest that Ret receptor has an important role in tumour growth and metastasis.

The mechanisms that contribute to elevated Ret levels in breast cancer are not known. *RET* copy number gains have been described (Nikolsky et al, 2008) and might play a role. Moreover, *RET* is an ER target gene (Boulay et al, 2008; Frasor et al, 2004; Tozlu et al, 2006) and an analysis of >200 breast tumours showed a significant association between Ret RNA levels and ER positivity (Esseghir et al, 2007). We present here *in vivo* evidence of Ret's ER regulation, since Ret levels are decreased in tamoxifen-treated J110 tumours. However, the control of Ret expression appears complex since fulvestrant treatment did not result in a decrease. Indeed, we discovered that Ret was actually increased in tumour cells cultured in fulvestrant. Co-treatment of these cells with an IL6 blocking antibody decreased Ret levels, showing that the IL6 produced in response to fulvestrant was responsible for the effect. Thus, we have uncovered a novel mechanism whereby IL6 controls Ret expression. We can only speculate on the mechanism, but find it interesting to consider a role for Fak. As shown here, and elsewhere (Plaza-Menacho et al, 2011), Ret forms complexes with Fak and in some cancer models it has been shown that in Fak's absence Ret is degraded (Sandilands et al, 2012). In summary, Ret expression is subjected to multiple inputs affecting its RNA and protein levels. Factors like steroid hormones and cytokines, which are present in the tumour environment, are likely to contribute to Ret expression, which might help explain why our TMA analysis showed that elevated Ret levels were found in different molecular sub-types of breast tumours (Supporting Information Fig S1B, C).

Considering Ret and its migratory function in developmental processes (Schuchardt et al, 1994) and in cancer (Ito et al, 2005; Morandi et al, 2011), a major goal of our work was to study the role of Ret in a metastatic breast cancer model. We chose J110 cells since they are Ret+/ER+ and the primary mammary tumours resulting from their injection into fat pads spontaneously metastasize to lungs and other organs (Torres-Arzayus et al, 2010). Clinical (Morandi et al, 2013) as well as experimental evidence (Jan et al, 2012; Kang et al, 2010; Plaza-Menacho et al, 2010) suggest that Ret activation could have a negative impact on endocrine therapy response. Our own experiments showing that GDNF treatment rescued MCF7/Aro cells from three different endocrine agents also point in this direction. This led us to hypothesize that in the J110 model, the combination of a Ret inhibitor with an endocrine agent might have better anti-tumour activity compared to the individual treatments. *In vivo*, we show that J110 tumours are sensitive to fulvestrant, but not to tamoxifen treatment. However, we did not see any further effect on tumour outgrowth when combining the Ret inhibitor with the endocrine treatments. Although disappointing, these experiments revealed the strong effect that Ret inhibition has on metastatic dissemination, which was particularly striking in the tamoxifen + NVP-AST487-treated tumours. Tamoxifen alone had no effect on tumour dissemination, but adding the Ret inhibitor caused a strong reduction in the metastatic index. Thus, for J110 tumour gowth, tamoxifen-insensitivity is dominant even in the presence of a Ret inhibitor; but Ret activity is absolutely required for J110 tumour cell dissemination to the lungs.

Our discovery of a positive feed-forward loop between the inflammatory cytokine IL6 and Ret that links them at the expression, as well as the functional level is novel. Functionally, we show that migration is a biological read-out of the Ret-IL6 interaction. The major intracellular mediator of migration and metastasis appears to be Fak, which links the IL6 and Ret pathways and is essential for their migratory effects. While we did not find a direct interaction of Ret and the IL6 co-receptor gp130 in our analyses, it is possible that Ret-complexed Fak is primed to respond to gp130 activation. Indeed, the initial step in Fak activation is release of the intra-molecular interaction between the FERM domain and the kinase domain (Frame et al, 2010). Considering that Ret binds directly to the FERM domain (Plaza-Menacho et al, 2011), its binding might release the negative interaction. Since we show that Jak kinase is also required for migration downstream of both receptors, a transient complex of the IL6 and Ret receptors and their associated kinases might form in response to ligand treatment (Fig 8C Model). Importantly, we show that *in vivo* inhibition of Ret, either by lowering its expression level or activity, significantly blocked tumour outgrowth potential of both ER+ models. In J110 tumours, Ret inhibition lowered Ret RNA and protein expression as well as pFak and pStat3 levels and this was associated with a strong decrease in metastatic spread. The pathway that we have uncovered might be generally relevant for Ret expressing breast tumours and could influence growth as well as migration and tumour cell dissemination.

Taken together, our studies are important since they suggest that blocking Ret kinase not only decreases tumour growth, but also impacts on the metastatic potential of the tumour cells. In our analyses we concentrated on Ret+/ER+ models, showing that blocking Ret has significant anti-tumour activity. In the future, it will be interesting to test the impact of blocking Ret in other sub-types of breast cancer, particularly in ErbB2/HER2 positive and basal-like models. In summary, the results we present suggest that the Ret kinase might be an attractive and novel therapeutic target in selected groups of breast cancer patients.

## MATERIALS AND METHODS

### Tumour tissue microarray (TMA)

Two TMAs from 108 female breast cancer patients who underwent surgery at the Medical University of Vienna in 1988–1994 were analysed retrospectively under protocols approved by the institutional review board of the Medical University of Vienna (Vinatzer et al, 2005; Waerner et al, 2006). Each tumour was represented by triplicate core biopsies on these tissue arrays. Ret-specific IHC was performed as described in the Supporting Information. Approximately 200 tumour cells per core biopsy were evaluated, and the fraction of Ret-positive tumour cells as well as the staining intensity (0, negative; 1, weak or moderate; 2, strong) were assessed. A Ret-score was calculated by multiplying the number of stained tumour cells (in %) with the staining intensity. A Ret-score below 60 was considered as low Ret, above 60 as high Ret. For technical reasons, the Ret IHC score was not evaluable for 19 patients. Accordingly, all further analyses were based on 89 cases of which 23 were Ret low and 66 were Ret high. Clinical and histopathological characteristics of the study population are shown in Supporting Information Table S1. Hazard ratios (HR) plus corresponding 95% confidence intervals (95%-CI) and p values were calculated by Cox proportional hazards regression analyses. For these analyses, the groups compared were coded as follows: Low Ret = 0, High Ret = 1; Low Ret/ER+ = 0; Low Ret/ER− = 1, High Ret/ER+ = 2, High Ret/ER− = 3; Luminal A = 0; Triple neg = 1, Luminal B = 2, HER2 type = 3. The number of patients that are still event-free and not censored at each time point (No. at risk) are depicted.

### Microarray

Steroid deprived MCF7/Aro cultures were treated 6 days with GDNF (10 ng/ml) and/or the estrogen precursor Δ4A (1 nM) in the absence or presence of letrozole (100 nM) or fulvestrant (100 nM) (as in Fig 2F). RNA from technical triplicates was obtained using the RNeasy Mini Kit (Qiagen) and hybridized to Affymetrix Human Gene 1.0 Array (Affymetrix) according to the standard Affymetrix protocols. The microarray data have been submitted to the Gene Expression Omnibus (GEO) http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=tfefhkmyummagli&acc=GSE41405) and assigned the identifier GSE41405. Further details on the data analysis are found in Supporting Information.

### Migration assays

Cell motility was tested in 8 µm pore polycarbonate membrane transwell chambers (BD Bisoscience). Membranes were coated on both sides with 25 µg/ml rat tail collagen I (Roche). Cells were serum-deprived 2 days or, when examining effects of E2 and fulvestrant, cells were steroid-deprived for 4 days, followed by serum-deprivation. For plating in transwells, cells were re-suspended in 0.5% FBS-containing medium and 1 × 10^5^ cells/250 µl were added to the top chamber. Medium containing 0.5% FBS alone or with the indicated growth factors or antibodies was added to the bottom chamber (500 µl), and cells were allowed to migrate for 24 h. To test inhibitors, cultures were pre-incubated 90 min with the inhibitor or with DMSO then plated into transwells and assays were performed in the presence of the inhibitor in both wells. For quantification, non-migrated cells were scraped from the top membrane, and migrated cells in the lower chamber were fixed in fresh 4% PFA, stained in 0.1% crystal violet, and pictures were taken (100× Axiovert200). Migrated cells were counted in four different fields in duplicate wells, in at least three independent experiments. The results were expressed showing the mean ± s.e.m.

**The paper explained**

PROBLEM:

Breast cancer is the most commonly diagnosed tumour in women and is a leading cause of cancer-associate deaths worldwide. The standard treatment for breast cancer patients whose tumours are estrogen receptor positive (ER+) is surgery followed by endocrine treatment. Most patients respond to endocrine therapy, however, many of them become resistant and relapse with metastatic disease in lungs, bones and other sites. Thus, further work using ER+ metastatic breast cancer models is warranted in order to uncover factors that might influence the course of disease.

RESULTS:

In this study we show that elevated levels of the receptor tyrosine kinase Ret are detected in a significant percentage of human breast tumours stained with a Ret specific antibody. The high Ret group had a decreased 15-year metastasis-free survival compared to the low Ret group. We show that Ret activation in cultured cells rescues ER+ breast cancer cells from the anti-proliferative effects of endocrine therapy. Transcriptome analyses revealed that endocrine agents increased expression of IL6 and other inflammatory cytokines and we show that IL6 and Ret form a positive feed-forward loop that promotes migration. The *in vivo* effects of Ret inhibition were examined using two breast tumour models. Decreasing Ret levels or blocking its activity significantly lowered tumour outgrowth. Moreover, treatment of tumour-bearing mice with a Ret kinase inhibitor significantly blocked tumour dissemination and lowered the number of lung metastases. Ret inhibition also decreased Ret expression levels and lowered the activity of the Fak signalling pathway, all of which could contribute to blocking metastatic spread.

IMPACT:

This study shows that Ret levels are elevated in primary human breast tumours of different molecular subtypes and that high Ret expression is associated with decreased metastasis-free and overall survival. We uncovered a novel Ret-IL6 feed-forward loop in ER+ breast cancer models, which might be clinically relevant since, as we document here, the endocrine agent fulvestrant causes elevated expression of IL6 and other inflammatory cytokines. We show that the IL6-Ret feed-forward loop is blocked when Ret is inhibited and, in a metastatic breast cancer model, this correlates with decreased dissemination from the primary site. Thus, the results we present suggest that the Ret kinase might be an attractive and novel alternative therapeutic target in selected groups of breast cancer patients.

For wound healing assays, confluent serum-deprived T47D cultures were scratched with a pipette tip and stimulated with GDNF/GFRα1 (10/100 ng/ml). To test the Fak inhibitor, cultures were pretreated 60 min before scratching. Migration into the wound was monitored for 24 h in 6 regions of the scratch. Pictures were taken using a Zeiss ‘long-run’ Wide field Axiovert 200M microscope at time zero and every 20 minutes thereafter. The recovered area was calculated by ImageJ software for 3 experiments and results are shown by the mean ± s.e.m.

### *In vivo* experiments

Mice were housed under hygienic conditions according to the Swiss guidelines governing animal experimentation, and experiments were approved by the Swiss veterinary authorities. T47D cell lines were injected in fat pads of female Balb/c nude mice and J110 mammary tumour cells were injected in fat pads of FVB/N mice. Details of the experimental protocols are in the Supporting Information.

### Statistical analyses

Data were analysed using the indicated test using a GraphPad Software and considered significant when *p* < 0.05. Statistical significance representation *p < 0.05, **p < 0.01 and ***p < 0.001.

## For more information

Microarray data is available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=tfefhkmyummagli&acc=GSE41405.

## Supplementary material

As a service to our authors and readers, this journal provides supporting information supplied by the authors. Such materials are peer reviewed and may be re-organized for online delivery, but are not copy-edited or typeset. Technical support issues arising from supporting information (other than missing files) should be addressed to the authors.

How the deposited data were processed for this re-analysis (not part of the article)

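RNA of MCF7/Aro cells from 8 treatments, each with 3 arrays, was measured on Affymetrix Human Gene 1.0 ST arrays. The labels give 6 days of treatment with 1 nM androstenedione, 10 ng/ml GDNF and 100 nM of the inhibitors. The authors deposited log2 intensities for 32321 transcript clusters, normalized and summarised so that the 24 arrays lie on one scale, with medians from 5.62 to 5.76. The submitters' processing notes name R 2.10.0, the affy package and genome build hg19; the paper's text does not name the background correction or the summary method. The arrays carry no depth, and their number limits the precision.

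Of the clusters, 19158 carry 1 gene symbol, 1388 several and 11775 none; 19128 of those with 1 symbol were matched by gene ID. Clusters with several symbols or none were left out, and for a gene with several clusters (637 genes) the one with the highest mean was kept, which gives 18404 genes. RET and NCOA3 have no cluster with 1 symbol and are not reported.

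The deposited log2 values were fitted with limma 3.58.1 in R 4.3.3: a mean for each treatment, contrasts, and moderated t statistics with 16 residual and 4.71 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. There were 13 planned comparisons, and 3 were added after the data were seen: Δ4A with GDNF against EtOH, Δ4A with fulvestrant and GDNF against EtOH, and the GDNF response with fulvestrant minus that with letrozole. The 20 gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 260 planned tests, and again with an estimated correlation and with fry; 129 planned tests passed with the preset correlation and 89 of them also with the estimated one. The list of Table 2 genes was chosen by the study on these arrays.

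Genes named in the text follow a rule written beforehand: in each comparison the 8 largest rises and the 8 largest falls among called genes whose arrays do not overlap between the groups, the genes that the study names, and up to 4 called members of each list with the largest change. Small RNA genes and uncharacterised names were left out of the text. Values in the tables of the paper had been read before.

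Replicate numbers recur in every treatment. To see whether they pair the arrays, the residuals of arrays with the same number were correlated between treatments: correlations ran from -0.24 to 0.41, 13 of the 24 arrays had their best match under the same number, and in 3 of 28 pairs of treatments every correlation was over 0.1. Those pairs join Δ4A, Δ4A with fulvestrant, and Δ4A with fulvestrant and GDNF, so a fit of these 3 treatments with the replicate number as a block was added. Arrays of one treatment correlated with each other at 0.994 to 0.998.

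The alternatives tried were a fit of the compared groups only, the replicate number as a block, a filter on low signal (14195 genes above the 90th percentile of 360 olfactory receptor genes, 4.57), a second quantile normalization, all transcript clusters, eBayes with trend and robust, array weights, each array left out in turn, and the thresholds of Tables 1 and 2. The steps were tested on simulated data for GDNF against EtOH, with 18404 genes, 24 arrays and 200 genes changed in each of 10 runs: 84.95% of changes of 0.5 on the log2 scale were recovered, 99.95% of changes of 1 and 99.9% of changes of 2, with 4.49%, 4.41% and 5.02% of the calls wrong. A list of 25 changed genes passed in 10 of 10 runs at every size and a list of 25 unchanged genes in 0. The simulated genes were independent of each other, so this does not cover the error for lists whose genes move together.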

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

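Some tests in this part were chosen after the result was seen. These are the counts of genes above or below both backgrounds, interferon genes included, the share kept by estrogen-induced genes and the correlation with signal. They also include the splits with the shared response removed and every comparison of the GDNF response between fulvestrant and letrozole.

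The paper's text and its Tables 1 and 2 give no values from the letrozole arrays, and the published review file says that the letrozole targets were taken out; Tables S3 and S4 were not used here. With limma, 2338 genes differed between Δ4A with letrozole and Δ4A (1335 higher, 1003 lower), 5722 between Δ4A with letrozole and EtOH, and 1159 between letrozole with and without GDNF (707 without letrozole replicate 1 and 772 without replicate 2). The 10 splits of each pair of groups are too few for a share under 0.05; the real split, 1 of 10, called the most genes in each, and the highest other called 3, 1 and 0.

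Letrozole left most of the Δ4A profile in place: of the 536 genes that Δ4A changed at least 2-fold, the median share kept was 68.3%, against 0.81% with fulvestrant, and MGP, IGSF1 and PGR fell by 3.15, 3.18 and 2.21. A mixture or swap of RNA from Δ4A and EtOH cultures would leave genes between those levels, and 467 of the 536 lay there. Interferon-stimulated genes did not: 29 of 47 lay above both, IFI44 by 0.93 and IFI35 by 0.80 over EtOH. Among all genes tested, 302 lay above both and 222 below both at an adjusted p under 0.05. A mixture alone does not give the levels of these genes or of the 29 interferon genes. It is not excluded for the share kept by the 536 genes. Residual estrogen receptor signalling stays open: the estrogen-induced list kept a median of 76.3% of its change (73.5% to 77.4% with a letrozole array left out, and from 12.6% for CTSD to 170% for CA12 in single genes), but its genes rise with Δ4A themselves, so this share restates the pattern. Androgen action of unconverted Δ4A stays open: in 10 measured androgen receptor targets 3 were higher and 1 lower than with Δ4A alone, with an unadjusted p of 0.15, and ACP3 fell by 0.90 while PMEPA1 rose by 0.50. Against EtOH, Δ4A had itself lowered PMEPA1 (-1.42) and ABCC4 (-0.68) and raised ACP3 (1.01), so letrozole moved these back toward EtOH. ZBTB16, higher by 0.43 with letrozole, had not changed with Δ4A (0.10, limma adjusted p = 0.50).

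The GDNF response differed between inhibitors. Before GDNF, the mean log2 change of the cell cycle list from EtOH was -0.09 with fulvestrant and 0.63 with letrozole, beside 0.69 with Δ4A alone. GDNF raised cell cycle genes with fulvestrant but with letrozole lowered 22 of 49 and raised 0 (median -0.22), with TYMS at -0.46. The median difference was 0.56, with 43 of 49 genes higher in the interaction (camera adjusted p = 8.5e-66; 7.7e-05 with an estimated correlation). Of 1000 random lists matched on mean signal, 0 reached that difference (largest 0.12). Genes that do not respond to GDNF would show none with or without compression of bright genes, so these lists cannot decide about it. Compression would shrink a change but not reverse it. The list mean rose with GDNF on fulvestrant (-0.09 to 0.22) and fell on letrozole (0.63 to 0.38), which argues against compression for this list. A single array does not carry the difference: with each of the 12 arrays left out the median stayed at 0.52 or above. That the difference is biological is a hypothesis found and tested on the same arrays. The replicates may be technical, so a chance difference between cultures stays open. The inhibitors also differ in where the list starts. From its level with Δ4A alone (0.69) GDNF moved the mean to 0.73, so a high start alone does not give the fall with letrozole. Cell numbers were not analysed here. For the same culture conditions (Fig. 2F) the paper reports that letrozole as well as fulvestrant undid the growth given by Δ4A, and that GDNF rescued the cells from both.

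Arrays within a treatment also differ along an axis shared between treatments, with Δ4A replicate 2 (25.2), Δ4A with letrozole replicate 3 (21.7), Δ4A with fulvestrant replicate 2 (16.8) and Δ4A with fulvestrant and GDNF replicate 2 (14.5) at one end and 17.2% of the variance within treatments on it. A signal range that differs between arrays could give it: the weight of a cluster has a rank correlation of -0.23 with its mean signal, and 62.5% of the squared weight lies on the 40.7% of clusters without a single symbol. A shared cell state stays open as well: 0 of 20 lists follow the axis at an adjusted p under 0.05 (camera, estimated correlation), but 3 have an unadjusted p under 0.05, the lowest 0.0051 for falling cell cycle genes, so the bound was judged too weak to exclude it. The bound itself, written before the test, would have excluded it, and leaving it open was decided after the result was seen.

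Other lists also responded to GDNF differently between backgrounds, as medians of the difference, each past the threshold with the preset and the estimated correlation. With fulvestrant against Δ4A alone these were cell cycle genes (0.27), estrogen-induced genes (0.13, TFF1 by 1.39), MHC class I presentation genes, no HLA chain among them (0.27), movement genes (-0.10, ITGB6 by -1.21) and stress genes (-0.26, DDIT3 by -0.66). With fulvestrant against EtOH there were cell cycle genes (0.13). With fulvestrant against letrozole there were interferon-stimulated genes (0.38), MHC class I presentation genes (0.29), estrogen-induced genes (0.11), movement genes (-0.18), hepatic fibrosis genes (-0.11), stress genes (-0.34) and basal markers (-0.25).

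Gene by gene, 429 genes differed in the GDNF response between fulvestrant and Δ4A alone, 2 between fulvestrant and EtOH (SLC6A14 and TFF1; 804 at an unadjusted p under 0.05 with limma), and 668 between fulvestrant and letrozole. GDNF labels were permuted within each background in 100 splits each, and as many genes or more were called in 7, 10 and 1 of them, the real split included (highest other 641, 3313 and 571). Splits that exchange all GDNF labels of a background turn a shared response into a difference. Such exchanges make up all 6 other splits that reached 429 and 6 of those that reached 2, and the highest other split without one called 132, 332 and 294, so these splits decide nothing about the first and second counts. With the shared response removed before the labels were permuted, the real split alone, 1 of 100, reached each count, and the highest other called 8, 1 and 1. Replicate numbers pair the fulvestrant arrays with and without GDNF, and among the 41, 45 and 44 splits that part all 3 of these pairs the highest other then called 3, 1 and 0. The counts of 429 and 668 lie above those of all the splits drawn after the removal. The removed response was estimated with the true labels, so a split that exchanges a whole background cancels the difference by construction. The splits relabel arrays, which may be technical replicates, so they do not exclude a chance difference between cultures. The count of 2 does not stand apart: it is 1 with any array left out except EtOH replicate 2 or fulvestrant replicate 2, no more than in the highest other split.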

How the results depend on the processing

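The comparisons against EtOH of cultures with both ligands, the interaction between fulvestrant and letrozole, the fit without 4 arrays and the block over 3 treatments were chosen after the data were seen.

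Leaving out the other groups gave 482 genes for GDNF against EtOH, 177 for GDNF on Δ4A, 1375 for letrozole against Δ4A, 681 for GDNF on letrozole, 1 for fulvestrant against EtOH, 1060 for fulvestrant with GDNF against EtOH, and 0 for the GDNF interaction of fulvestrant with EtOH (738 at an unadjusted p under 0.05 with limma); fewer arrays then estimate the spread.

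Array weights raised the counts to 4927 (GDNF against EtOH), 2663 (GDNF on fulvestrant), 3647 (letrozole against Δ4A), 2555 (GDNF on letrozole), 4556 (fulvestrant against EtOH), 8828 (letrozole against EtOH), 6090 (fulvestrant with GDNF against EtOH), and 902, 38 and 1387 for the interactions of fulvestrant with Δ4A, EtOH and letrozole; the cause was not tested.

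Fulvestrant against EtOH is the least settled count: 222 with the filter on low signal, 239 quantile-normalized again, 56 over all clusters, 399 with trend and robust, and 171 without the 4 arrays furthest along the shared axis, against 98; the cause was not tested. That last fit also gave 892 for GDNF on fulvestrant and 264 for the interaction with Δ4A, and the interaction with EtOH gave 1 with the block, requantiled or over all clusters.

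The stricter threshold of the study, a log2 change of 1 and an unadjusted p under 0.01, gave fewer genes: 26 (GDNF against EtOH), 536 (Δ4A), 23 (GDNF on Δ4A), 559 (fulvestrant against Δ4A), 517 (fulvestrant with GDNF against Δ4A), 37 (GDNF on fulvestrant), 139, 34 and 276 (letrozole against Δ4A, GDNF on letrozole, letrozole against EtOH), 309 (fulvestrant against letrozole), 1 (fulvestrant against EtOH), 424 and 36 (Δ4A with GDNF and fulvestrant with GDNF, against EtOH), and 34, 1 and 19 for the 3 interactions. Of these last, 30, 0 and 18 were also called at an adjusted p under 0.05. The looser one, unadjusted, gave 296 (GDNF against EtOH), 2401 (Δ4A), 176 (GDNF on Δ4A), 2321 (fulvestrant against Δ4A), 1818 (fulvestrant with GDNF against Δ4A), 320 (GDNF on fulvestrant), 646, 269 and 1625 (the comparisons with letrozole as above), 1524 (fulvestrant against letrozole), 2134 and 478 (both against EtOH as above), and 47 for the interaction with EtOH.

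With each array left out, counts ran from 971 to 2702 for GDNF against EtOH, 332 to 429 for GDNF on Δ4A, 981 to 1173 on fulvestrant, 707 to 1046 on letrozole, 6 to 1381 for fulvestrant against EtOH, 1831 to 3643 for fulvestrant with GDNF against EtOH, and 1 to 2 for the interaction with EtOH. The highest counts for GDNF, for fulvestrant and for fulvestrant with GDNF against EtOH leave out EtOH replicate 2. An arm left with fewer arrays takes its spread from all groups.

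With the replicate number as a block, 1880 genes changed for GDNF against EtOH and 6893 became 7064 for fulvestrant against Δ4A; over the 3 paired treatments that was 7618, and 1546 for GDNF on fulvestrant.

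Of the lists at the claims, caveolar endocytosis with GDNF on Δ4A (0.059) and hepatic fibrosis with Δ4A (0.061) no longer passed with an estimated correlation. Cell cycle genes with GDNF on Δ4A, at 0.076, ran from 0.0078 to 0.62 over the arrays left out. Of the 248 other list tests, 38 no longer passed with an estimated correlation, and with fry 26 newly passed and 6 no longer did. Of 888 values of single genes, 109 no longer passed with the compared groups only.

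All 10 genes of Table 2 kept their direction and call for fulvestrant, without and with GDNF, against Δ4A with an array left out, the compared groups only, the block or a second quantile normalization. With EtOH as reference, 0 of 10 passed for fulvestrant (4 adjusted over the list alone, and 4 at an unadjusted p under 0.05 with limma); CXCL11 (-0.035), IL1R1 (-0.047) and TNF (-0.10) changed sign there, and IL1R1 (-1.29) with fulvestrant and GDNF. For the step from fulvestrant to fulvestrant with GDNF, 8 of 10 passed, the falling IL1R1 included, and 4 to 7 with an array left out, the fewest without replicate 1 of the arm with GDNF. With the compared groups only, IL6 (0.12) and TNFRSF21 (0.067) no longer passed. Signal over background limits IL6, CXCL10, CXCL11 and IL1R1 in Δ4A cultures.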

Differences from the paper's values

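All 19 log2 fold changes printed in Table 2 were compared with values against Δ4A alone. None differs by more than the spread between replicates; the largest absolute difference is 0.12, for IL6 with fulvestrant. Among the alternatives set before the data were examined, the choice of EtOH as reference makes all 19 differ. A single value of CXCR4 differs after a second quantile normalization, and single values of IL6, CXCL11, TNFRSF21, CXCR4 and IL1R1 differ without 1 of the arrays.

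The paper states that GDNF raised the 9 inflammatory genes of Table 2 further in fulvestrant cultures. Besides the arrays it cites qRT-PCR of 6 of the genes, and an ELISA in which secreted IL6 rose most with fulvestrant and GDNF. Neither was analysed here, and what follows concerns the arrays alone. Of the 9, limma calls 6 higher, 1 lower and 2 neither: IL1R1 fell by 1.25, as the columns of Table 2 also have it, and TNFAIP3 (0.05) and NFKBIZ (0.34) did not pass. NFKBIZ passes when adjusted over the list alone, with an adjusted p of 0.0077.

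The paper reports changes in proliferation genes in Δ4A cultures with or without GDNF. For cultures with both ligands this depends on the reference, which the paper's text does not name: against EtOH 48 of 49 cell cycle genes were higher, a comparison added after the values were seen, and against Δ4A alone 6 were.

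Table 1 gives hepatic fibrosis and stellate cell activation as induced by Δ4A. Of 66 members of the fixed list, 10 rose and 23 fell at an adjusted p under 0.05, with no bound on the size of the change. For pathways the table applies another threshold, a log2 change of 0.5 and an unadjusted p of 0.05. The members were not counted at that threshold, and Ingenuity's own gene sets were not available, so the counts do not test the entry.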

Other observations

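In this part the comparisons of Δ4A with GDNF and of fulvestrant with GDNF against EtOH, with their splits, and the tally of genes common to 4 backgrounds were chosen after the results were seen.

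With each pair of groups, 10 splits of the 6 arrays are too few for a share under 0.05. The real split, 1 of 10, called 1775 genes for GDNF against EtOH (highest other 95), 6954 for Δ4A against EtOH (0), 523 for GDNF on Δ4A (1), 6893 for fulvestrant against Δ4A (0), 5978 for fulvestrant with GDNF against Δ4A (0), 1489 for GDNF on fulvestrant (0), 5123 for fulvestrant against letrozole (0), 98 for fulvestrant against EtOH (0), 6560 for Δ4A with GDNF against EtOH (1) and 2959 for fulvestrant with GDNF against EtOH (1). Where the numbers pair the arrays, among Δ4A, fulvestrant, and fulvestrant with GDNF, the highest of the other splits that part all 3 pairs also called 0 in each comparison.

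GDNF raised 88 genes and lowered 31 in all 4 backgrounds (EtOH, Δ4A, letrozole, fulvestrant); 17 of the 88 are interferon-stimulated genes of the fixed list. SERPINA3 rose by 1.28, 0.79 and 1.36 in EtOH, Δ4A and fulvestrant cultures, and DUSP4 by 1.08, 1.00 and 1.14, with 1.28 in letrozole cultures. APOD fell by 1.08 in EtOH, 1.17 in fulvestrant and 1.04 in letrozole cultures.

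With letrozole, GDNF raised 21 of 54 movement genes and lowered 2 (median 0.21; camera adjusted p = 3.0e-11), ANXA1 by 1.92, MMP13 by 1.01 and ITGA5 by 0.93; with Δ4A alone it raised 13 and lowered 0 (adjusted p = 1.2e-06), where MMP13 rose by 0.98. Inflammatory genes were higher with GDNF for 19 of 46 in letrozole cultures and lower for 1 (adjusted p = 2.1e-13), CCL2 by 1.03. Of the 19, 7 are genes of Table 2, and so is the 1 lowered. Letrozole against Δ4A raised 43 of 47 interferon-stimulated genes and lowered 0 (adjusted p = 6.7e-82), XAF1 by 2.75 and RSAD2 by 2.35, and lowered 15 of 24 estrogen-induced genes and raised 2 (adjusted p = 6.4e-12). IL6 was at 5.07 with letrozole and 5.77 with letrozole and GDNF, against 7.11 in EtOH cultures.

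Stress genes were lower with Δ4A for 8 of 14 and higher for 1 (adjusted p = 0.00025; 0.079 with an estimated correlation), with PPP1R15A at -1.45.

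Basal and myoepithelial markers were lower with Δ4A for 6 of 12 and higher for 0 (adjusted p = 0.0011), with EGFR at -0.79, and luminal markers were higher for 4 of 15 and lower for 8 (adjusted p = 0.17), with TFF3 at 1.05 and MUC1 at -1.04. Among the Ret receptors and ligands, 1 of 7 rose with Δ4A, GFRA1, and 0 fell (adjusted p = 0.28). Marker lists of other cell types had few changes with Δ4A: fibroblast 0 higher and 3 lower of 14 (0 and 1 adjusted over the list alone), leukocyte 1 and 1 of 14, endothelial 0 and 1 of 9 (adjusted p = 0.73, 0.77 and 0.52). In the list of IL6, JAK and STAT3 genes, Δ4A raised 4 of 22 and lowered 11 (adjusted p = 0.042; 0.11 with an estimated correlation), with IL6ST at -1.08 and STAT3 at -0.71.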
